A study of Mus musculus with 8 samples. Its data were reported in "NUP98‐HOXA10hd fusion protein sustains multi‐lineage haematopoiesis of lineage‐committed progenitors in transplant setting" (2020).

How the data were processed

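RNA was measured by sequencing in multipotent progenitors (MPPs) of mouse bone marrow, sorted as lineage-negative, CD48-negative, c-kit-positive, Sca1-positive, CD135-positive and CD150-negative cells. Per the labels, the libraries came from mice that express the NUP98-HOXA10hd fusion (NA) in blood cells or from wild-type (WT) mice, with 1000 sorted cells in each library. NUP98-HOXA10hd joins part of the nucleoporin NUP98 to the DNA-binding homeodomain of HOXA10. The cDNA of each aliquot was amplified before a tagmentation library was made. There were 4 NA MPP libraries and 4 WT MPP libraries, numbered 1 to 4 in each group, and each is named here by its group and number, as in NA1 or WT4. Groups were taken from the sample titles. The paper does not state how many mice gave the 4 libraries of a group. The SDs and p-values below may therefore measure spread between aliquots rather than between mice.

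The authors quantified genes with RSEM and tested them with DESeq2. Versions, genome build, annotation and strand use were not stated. The deposited table is named as raw counts, but its values are a normalised signal: RSEM expected counts that the authors divided by 1 size factor per library. In each library the low values were whole multiples of a step between 0.888 and 1.18, and from 98.3% to 98.6% of values above 0.5 were whole multiples of it. A median-of-ratios factor recomputed from the deposited values lay between 1.01 and 1.02 in the 8 libraries. Dividing by the step gave an estimate of the reads per gene, which was used only for depth, for floors and for the comparison of libraries by weighted sums. The table held 37980 Ensembl gene rows, of which 17710 were above 0 in at least 1 library. Gene symbols, chromosome membership and transcript sequence came from GENCODE M21. The match named 32916 rows, which included 93.8% of the rows above 0, and the unmatched rows held 0.779% of the summed values. No coordinates are given because the build behind the table was not stated.

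The plan fixed before the data were examined was to run the test of the authors on rounded counts. DESeq2, the tool of that plan, was not used here, because the values had already been divided by size factors and fractional assignments remained below 1 read. The values were tested with limma 3.58.1 in R 4.3.3 on log2(normalised count + 1). Genes with at least 10 normalised counts in at least 4 of the 8 libraries entered the test, NA MPP was compared with WT MPP without covariates, and variances were moderated with a mean-variance trend. All gene-wise adjusted p-values are Benjamini-Hochberg values over the genes tested, with a threshold of 0.05. A fold change is on the log2(normalised count + 1) scale, where the added 1 shrinks changes of genes with low counts. It is a difference of mean logs, so it can also exceed the log2 ratio of the group means. Where every library of a group held at most 3 estimated reads, a lower bound was computed against the mean of 3 reads in that group. Such floors cover counting error only, since amplified cDNA without molecular identifiers does not give independent molecules.

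The 12 gene sets were written before the data were examined. Of these, 3 were gene names that the study had listed: cell cycle leading-edge genes, Hoxa9 and Meis1 leading-edge genes, and transcription factors shared with myeloid progenitors. The study chose those on libraries that include the present ones, so they are not independent evidence. The other 9 were written from general knowledge: the HoxA cluster, S phase, G2 and M phase, long-term stem cell, immediate early and dissociation response, RNA splicing, chromatin modification, ribosomal proteins and oxidative phosphorylation. Sets were tested with camera, a two-sided competitive test, at a preset inter-gene correlation of 0.01, and adjusted over the 12 sets. A score per library was the mean of log2(normalised count + 1) over set genes, and its group difference was tested with an exact two-sided permutation test over all 70 label assignments. Library similarity was the mean distance between groups minus the mean distance within groups, where distance is 1 minus Pearson r over genes with a mean of at least 10 normalised counts. It was tested exactly and one-sided over the 35 splits of the 8 libraries. With 4 libraries against 4, no exact test of this kind could give a p below 0.0286. Lists for 7 other blood cell types and for sex-linked transcripts were also written beforehand.

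The rule for named genes, also fixed beforehand, took the genes whose parts form the fusion, the 8 genes the study measured by PCR, the genes of the sorting markers and Cd34, Hoxa9 and Meis1. It added the 5 highest and 5 lowest log2 fold changes among genes with adjusted p below 0.05, a mean of at least 50 normalised counts and no overlap between the 4 NA and the 4 WT values. Members of a set could be named as its largest and smallest changes.

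The linear model was first tested on simulated values with 200 changed genes among 11490 tested. It called 88.5% of the changed genes, and 2.75% of its calls were unchanged genes. All simulated changes were at least 2-fold, in independent libraries with a coefficient of variation of 0.3. These rates therefore do not describe calls of smaller changes, which were most of those reported below, or libraries that share material. The comparison of a library with a weighted sum of the other 3 of its group was tested on simulated libraries as well. It uses non-negative weights and subtracts counting noise. The excess log variance left over is set against the least that an independent library can show, which is the sum of the squared shares times the own variances of the other 3. A simulated independent library left 0.0145 against a bound of 0.0137 over 4178 genes, and a simulated mixture left 0.00021 against 0.0152 over 4215 genes.

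Alternatives planned beforehand were other scalings (TMM, upper quartile, total count), no low-count filter, the replicate number as a block, fry or an estimated correlation for sets, other pseudocounts and distances for scores and similarity, and leaving out each library. Alternatives added after the data were seen were pseudocounts of 0.1 and 10 for the gene test, no variance trend, a mean of at least 50, removal of each library's trend on the GC content of the last 500 bases of the transcript, a depth class as covariate, and leaving out the fourth library of both groups. Each scaling was applied to the deposited values.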

Results

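Transcriptomes of 1000-cell MPP aliquots were compared between NA and WT mice, with 4 libraries in each group from an unstated number of mice. MPPs are progenitors that form all blood lineages for a limited time, and the comparison addresses which transcripts differ when they carry NUP98-HOXA10hd. Estimated depth ranged from 3876907 to 4916987 reads per library. The NA MPP libraries held 4657580 ± 513162 reads (SD, n = 4) and the WT MPP libraries 4376890 ± 531841 (SD, n = 4). Depth fell into 2 classes that both groups shared: NA4, WT2 and WT3 lay between 3876907 and 3960939 reads and the other 5 libraries between 4779627 and 4916987. Between 14080 and 15086 genes were above 0.5 normalised counts in a library. The 10 most abundant genes held from 10.2% to 12.5% of each library.

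Libraries of the same genotype were closer to each other than to the other genotype. The mean distance was 0.0826 between groups and 0.0470 within groups over 11431 genes. The difference of 0.0356 was the largest of the 35 splits (exact one-sided permutation p = 0.0286, the smallest these splits can give). It moved most when no low-count filter was used, to 0.0126. Pearson r ranged from 0.929 to 0.974 among NA MPP libraries, from 0.932 to 0.979 among WT MPP libraries and from 0.901 to 0.943 between groups. The first principal component held 40.5% of the variance and separated the groups. The fourth library of each group was closer to a weighted sum of libraries 1 to 3 than an independent library can be. For WT4 the excess variance left after the sum was 0.00339 against a least value of 0.0131 over 4214 genes, and for NA4 it was 0.0129 against 0.0202 over 4200 genes. The 4 libraries of a group are counted as labelled below nonetheless, and the total number of called genes is also given without the fourth libraries. Library similarity, set scores and counts of set members were not recomputed without them.

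**Figure D1:**
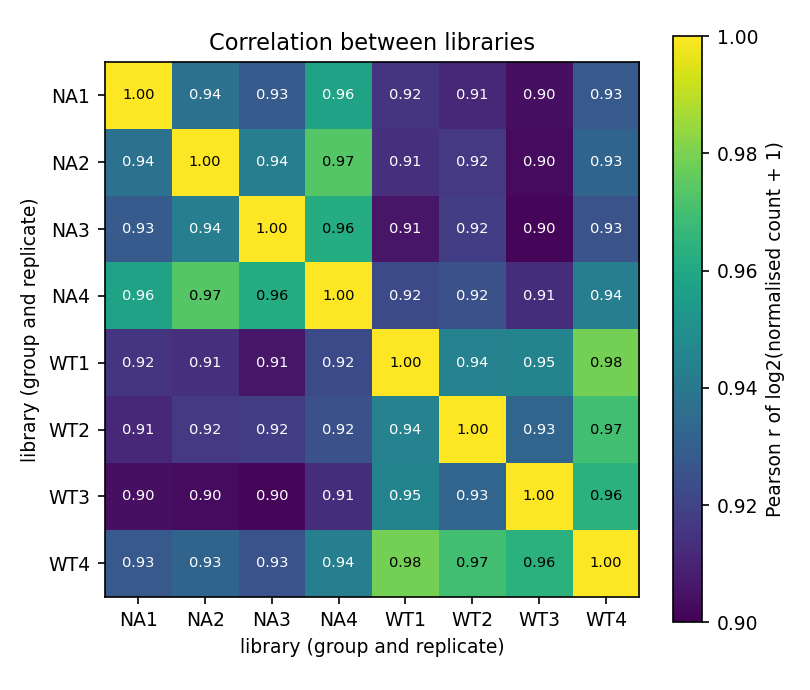
Pearson r of log2(normalised count + 1) between each pair of libraries, labelled by group and replicate on both axes, with colour from 0.90 to 1. NA4 and WT4 have the highest values within their groups, up to 0.974 and 0.979, and pairs between groups lie between 0.901 and 0.943.

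Of 11451 genes tested, 2053 differed between NA and WT MPPs by limma at an adjusted p below 0.05. Among these, 1152 genes were higher in NA MPPs and 901 were lower. At least 2-fold changes were found for 335 higher and 143 lower genes. The values of the groups did not overlap for 2521 tested genes, or 22.0%, where chance gives 2.86%. The alternative that moved these counts most was leaving out the fourth library of both groups, which left 524 genes, 379 higher and 145 lower. Scaling by the total count gave 2240 genes, with 41.4% of them higher against 56.1% in the test as reported. With depth class as a covariate 1635 genes were called.

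Sex-linked transcripts separated the groups completely. Xist, the transcript that silences 1 X chromosome in female cells, was at 1104 ± 173 normalised counts in WT MPPs and 1.92 ± 1.0 in NA MPPs (SD, n = 4 each), at least 370-fold lower in NA. Tsix, which overlaps Xist on the opposite strand, was at 3.82 ± 1.65 in WT MPPs and 0 in all NA libraries, where strand use in counting was not stated. The Y-linked genes went the other way. Eif2s3y was at 604 ± 70.8 in NA MPPs and at least 199-fold higher than in WT, Ddx3y was at 515 ± 175 and at least 170-fold higher, Kdm5d at 69.6 ± 19.9 and at least 22.9-fold higher, and Uty at 46.8 ± 17.3 and at least 15.4-fold higher (SD, n = 4 each). No WT library held more than 1 estimated read of any of them. The labels give no sex for the donors. Of the called genes, 1946 lay on autosomes, 71 on X and 4 on Y. The called share was 18.3% of 389 tested X genes and 18.1% of 10759 tested autosomal genes (Fisher's exact test, two-sided, p = 0.947, across genes, which are not independent replicates).

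**Figure D2:**
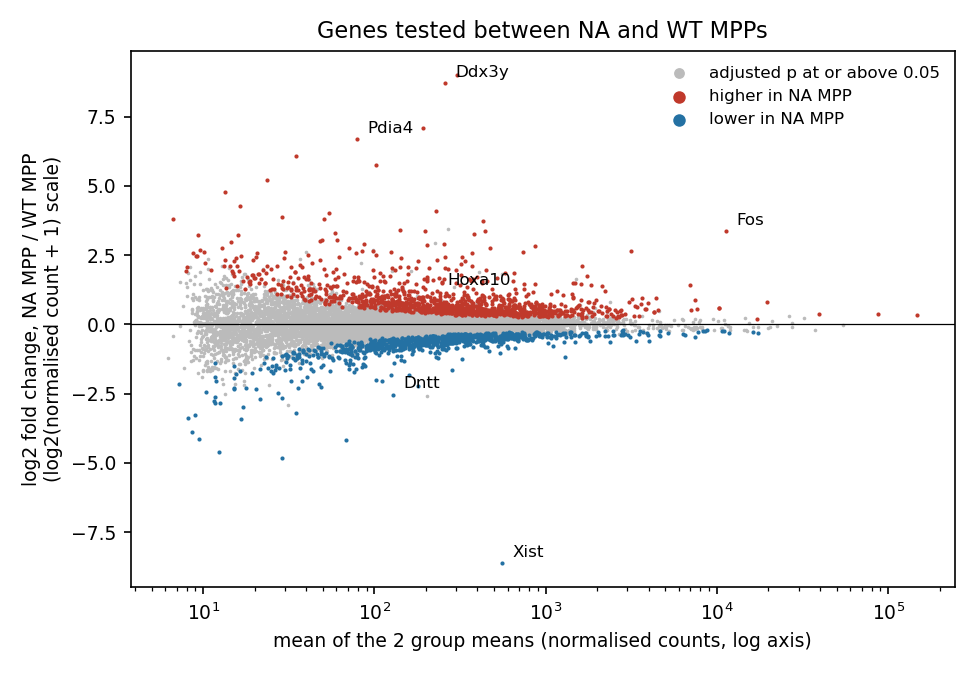
Log2 fold change of NA over WT MPPs on the log2(normalised count + 1) scale, against the mean of the group means in normalised counts on a log axis, with 1 point for each of 11451 genes. Red points are the 1152 genes called higher and blue points the 901 genes called lower by limma at an adjusted p below 0.05, and Xist, at a log2 fold change of -8.62, is the lowest point.

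The genes that make up the fusion were examined first. Hoxa10 (ENSMUSG00000000938) was at 324 ± 32 normalised counts in NA MPPs and 139 ± 8.0 in WT MPPs (SD, n = 4 each), a log2 fold change of 1.21 with a standard error of 0.127 (limma adjusted p = 2.57e-05). The table does not tell reads of the fusion from reads of the endogenous gene. Nup98 (ENSMUSG00000063550) was at 85.0 ± 10.9 and 72.2 ± 12.1 (SD, n = 4 each), a difference that did not pass the threshold (limma adjusted p = 0.443). Hoxa9 (ENSMUSG00000038227) was higher in NA MPPs, at 2585 ± 235 against 1609 ± 83.7 (SD, n = 4 each), a log2 fold change of 0.68 (limma adjusted p = 9.38e-05). Meis1 (ENSMUSG00000020160) was at 1391 ± 40.7 and 1433 ± 61.2 (SD, n = 4 each) with a log2 fold change of -0.04 (limma adjusted p = 0.730). With the GC trend removed, Meis1 passed the threshold at a log2 fold change of -0.22.

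The genes chosen for PCR measurement were examined next. The study took all 8 from its leading-edge lists, which rest on libraries that include these, so their direction in these libraries is not independent evidence. The study reported that real-time PCR in NA and WT MPPs bore out their expression. Those PCR values are not analysed here. All 8 were higher in NA MPPs by limma, with no overlap between the groups. Fos rose most, from 2248 ± 1125 to 20437 ± 665 normalised counts (SD, n = 4 each), a log2 fold change of 3.37 with a standard error of 0.306 (adjusted p = 7.46e-06). Egr1 followed at 2.64 (adjusted p = 7.00e-07), Cdk2 at 1.64 (adjusted p = 5.69e-05) and Dusp1 at 1.37 (adjusted p = 7.28e-05). Camk2d changed by 0.98 (adjusted p = 0.000889), Cdk6 by 0.86 (adjusted p = 0.00225), Ccna2 by 0.76 (adjusted p = 0.00946) and Cdc27 by 0.60 (adjusted p = 0.00838). Without the fourth libraries, Cdc27 (limma adjusted p = 0.053) and Ccna2 (limma adjusted p = 0.109) no longer passed the threshold.

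**Figure D3:**
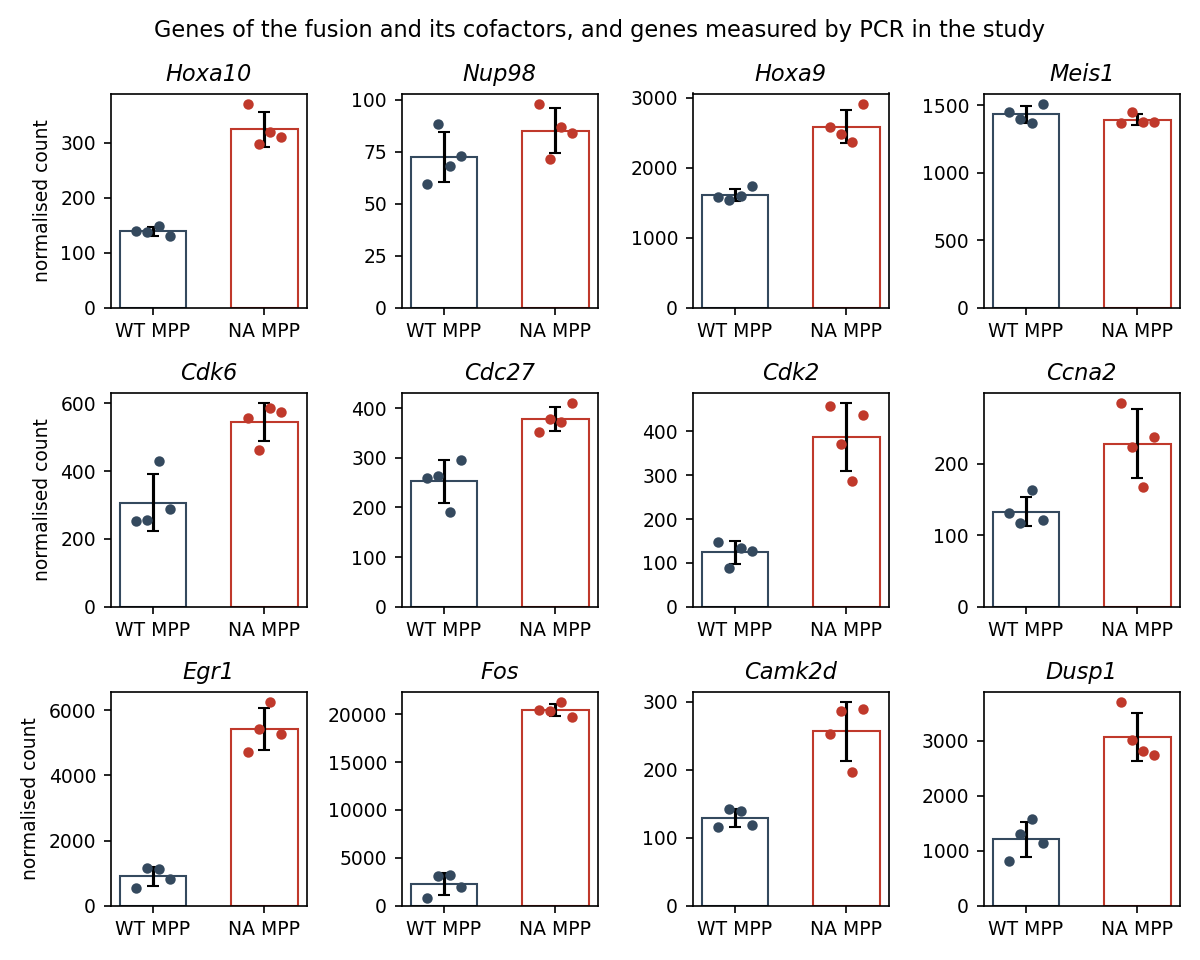
Normalised counts of 12 genes in WT and NA MPPs, with bars for the group mean, error bars for 1 SD and 1 point for each of 4 libraries. For Hoxa10, Hoxa9 and the 8 genes measured by PCR every NA library lies above every WT library, while Nup98 and Meis1 overlap.

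Among genes of the sorting markers, Kit (limma adjusted p = 0.169), Flt3 (0.554) and Slamf1 (0.570) did not differ, and neither did Cd34 (0.359). Slamf1 was low, at 19.7 ± 19.4 normalised counts in NA and 20.9 ± 6.51 in WT MPPs (SD, n = 4 each). Ly6a, which encodes Sca1, was lower in NA MPPs by 0.28 on the log2 scale, at 1277 ± 88.5 against 1548 ± 63.3 normalised counts (SD, n = 4 each, limma adjusted p = 0.0257). This call did not hold when NA1, NA2, NA4, WT1, WT3 or WT4 was left out (limma adjusted p from 0.051 to 0.0738), nor without the fourth libraries (0.163), without a variance trend (0.0978) or with the GC trend removed (0.118). Cd48 fell by 1.58 on the log2 scale, from 56.1 ± 21.3 to 17.7 ± 5.36 normalised counts (SD, n = 4 each, limma adjusted p = 0.00711). It did not pass without the fourth libraries (limma adjusted p = 0.0675). With the GC trend removed, Cd34 passed at -0.29 and Kit changed sign to -0.0086 without passing.

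The 5 largest rises by the rule were Eif2s3y and Ddx3y, given above, and Ttc5, Pdia4 and Prcc. Pdia4 (ENSMUSG00000025823) was at 158 ± 26.4 normalised counts in NA MPPs (SD, n = 4) and at most 2 estimated reads in a WT library, at least 52.1-fold higher. Ttc5 (ENSMUSG00000006288) was at 381 ± 46.5 in NA and 4.0 ± 5.88 in WT MPPs (SD, n = 4 each, log2 fold change 7.08, limma adjusted p = 8.19e-06). Prcc (ENSMUSG00000004895) was at 199 ± 17.3 and 6.47 ± 8.17 (SD, n = 4 each, log2 fold change 5.77, limma adjusted p = 0.000205). The 5 largest falls were Xist, Dntt, Thbs1, Slc15a2 and Hbb-bt. Dntt (ENSMUSG00000025014) fell by 2.53 on the log2 scale, from 217 ± 20.6 to 38.1 ± 12.3 (SD, n = 4 each, limma adjusted p = 5.47e-06). Thbs1 fell by 2.22 (limma adjusted p = 0.000555), Slc15a2 fell by 2.03 (limma adjusted p = 0.000104) and Hbb-bt fell by 1.99 (limma adjusted p = 6.79e-05). Hbb-bt is near identical to another beta globin gene, so its share of reads is uncertain.

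The question of which programmes changed was addressed with 12 gene sets. By camera at the preset correlation, 11 of them passed an adjusted p of 0.05. The alternative that moved this number most was a correlation estimated per set, which left 5: the HoxA cluster, the Hoxa9 and Meis1 leading-edge genes, the cell cycle leading-edge genes, the shared transcription factors and chromatin modification. Over the 9 sets written from general knowledge alone, chromatin modification did not pass in that test (adjusted p = 0.0645). Under fry, 10 passed: S phase (adjusted p = 0.0572) and ribosomal proteins (0.0571) did not, and long-term stem cell (0.0292) did. Other splits of the same libraries also gave camera calls at the preset correlation, with a median of 4.5 sets. Some of these splits keep most libraries of a genotype together. Those with 2 libraries of each genotype on a side gave from 1 to 5 sets.

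The HoxA cluster rose, with a median log2 fold change of 0.69 over 8 tested genes (camera adjusted p = 3.14e-06). By limma 6 of them were higher over all genes tested and 6 when adjusted over the list alone. The smallest change was that of Hoxa4, at 0.13, which did not pass. Of the 17 Hoxa9 and Meis1 leading-edge genes, 15 were called higher and 16 adjusted over the list alone (median 0.89, camera adjusted p = 4.08e-13). The 30 cell cycle leading-edge genes gave 19 higher and 22 adjusted over the list alone (median 0.59, camera adjusted p = 4.08e-13), led by Gadd45a at 2.92. Of the 23 transcription factors shared with myeloid progenitors, 21 were higher and 2, Spic and Mycn, were lower, with the same numbers adjusted over the list alone (median 1.11, camera adjusted p = 2.08e-14). These 3 lists were chosen by the study on libraries that include these, so such counts are not independent evidence.

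Cell cycle sets written from general knowledge moved less. By flow cytometry the study found NA MPPs more quiescent than control, so rises of cell cycle transcripts cannot be read as more cycling cells. Over 52 tested G2 and M phase genes the median was 0.32 (camera adjusted p = 0.000213), with 8 called higher and 8 adjusted over the list alone. Over 41 S phase genes the median was 0.19 (camera adjusted p = 0.0451), with 3 called higher and 3 adjusted over the list alone. The S phase call was lost without NA3, NA4, WT1 or WT2 (camera adjusted p from 0.056 to 0.245), without the fourth libraries (0.0687), with a mean of at least 50 (0.244) and with the GC trend removed (0.0821). The long-term stem cell set did not move as a whole by camera (median -0.0074, adjusted p = 0.485), though it passed under fry (adjusted p = 0.0292). Its members went both ways, with 6 higher and 5 lower over all genes and 6 and 5 adjusted over the list alone, from Hlf at 0.93 to Tek at -0.91. The immediate early and dissociation response set rose by a median of 1.05 over 28 genes (camera adjusted p = 2.51e-10), with 16 higher and 1 lower, and 20 and 1 adjusted over the list alone. Chromatin modification genes had a median of 0.08 over 50 genes (camera adjusted p = 0.00694), with 15 higher and 1 lower, and 15 and 1 adjusted over the list alone. Across the fits that left out one library this median ran from 0.061, without WT3, to 0.147, without NA1. RNA splicing genes had a median of 0.06 over 38 genes (camera adjusted p = 0.0451), with 8 higher and 4 lower, and 11 and 6 adjusted over the list alone. The RNA splicing call was lost without NA2, NA3, WT1, WT2 or WT3 (camera adjusted p from 0.0557 to 0.0652) and with the GC trend removed (median 0.014, camera adjusted p = 0.850). The splicing median ran from 0.057, without NA3, to 0.132, without WT4. Scaling by the total count turned the splicing median to -0.0057 (camera adjusted p = 0.119) and left the chromatin modification median at 0.013, while it moved the median of all tested genes from -0.011 to -0.079. Ribosomal protein genes were lower by a median of -0.16 over 87 genes (camera adjusted p = 2.95e-07), with 2 higher and 23 lower, and 3 and 33 adjusted over the list alone. Many have near-identical pseudogenes, so their reads may be split. Oxidative phosphorylation genes had a median of -0.15 over 82 genes (camera adjusted p = 0.000227), with 1 higher and 12 lower, and 1 and 11 adjusted over the list alone. The direction of both was kept under TMM, upper-quartile and total-count scaling. Across the fits that left out one library, the ribosomal median ran from -0.205, without NA3, to -0.103, without NA4. The oxidative phosphorylation median ran from -0.20 to -0.10 in the same 2 fits.

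**Figure D4:**
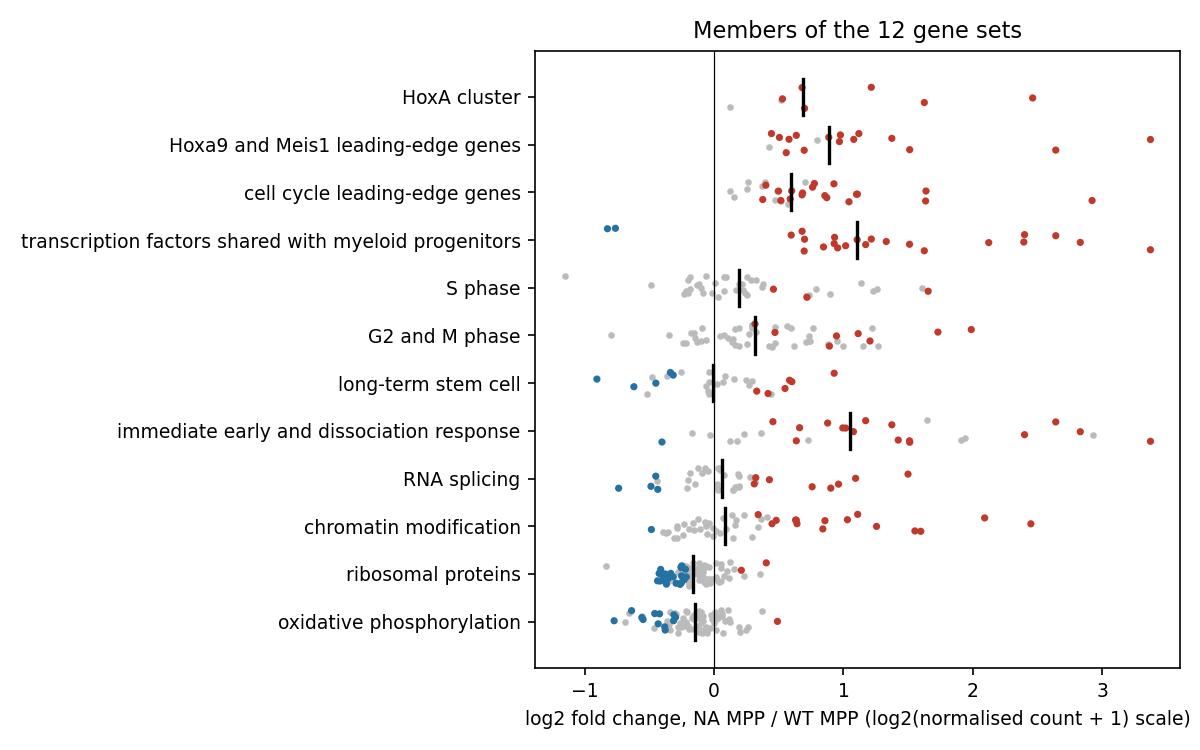
Log2 fold change of NA over WT MPPs for each tested member of the 12 gene sets, with a black bar at the median. Red and blue points are members called higher and lower by limma at an adjusted p below 0.05, grey points the others, and medians run from -0.16 for ribosomal proteins to 1.11 for the shared transcription factors.

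Scores per library gave the same directions for 10 sets with complete separation of the groups (exact two-sided permutation p = 0.0286 each, the smallest the 70 assignments can give, adjusted p = 0.0343). The score difference was 0.98 for the HoxA cluster, 1.09 for the Hoxa9 and Meis1 leading-edge genes, 0.74 for the cell cycle leading-edge genes, 1.28 for the shared transcription factors, 0.44 for G2 and M phase and 1.19 for the immediate early set. It was 0.13 for RNA splicing, 0.28 for chromatin modification, -0.15 for ribosomal proteins and -0.16 for oxidative phosphorylation. The S phase score differed by 0.27 (exact permutation p = 0.0857, adjusted p = 0.0935) and the long-term stem cell score by 0.018 (exact permutation p = 0.686). With the GC trend removed 8 sets passed, but RNA splicing (exact permutation adjusted p = 0.0762) and ribosomal proteins (0.137) did not. Calls were also lost when 1 library was left out. The immediate early score did not pass without NA1, NA2, NA3 or NA4 (exact permutation adjusted p from 0.0686 to 0.0762). Oxidative phosphorylation did not pass without WT1, WT2, WT3 or WT4 (0.0623 to 0.0686). Ribosomal proteins failed without NA4, WT1, WT2, WT3 or WT4 (0.0623 to 0.0762). Losses of G2 and M phase are given below.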

Values the study reported

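The study reported 2347 differentially expressed genes between NA and WT MPPs. For myeloid progenitors, which are not analysed here, it reported 3051.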

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

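Apart from the score fits that left out a library, the tests in this part were chosen after the values were seen. Those score fits were planned beforehand. A library was singled out where its gap to the nearest of the other 3 in its group exceeded the 95% critical value of Dixon's test. Of 106 groups of 4 values, 12 met this, where chance gives about 5.3.

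Depth and composition gave 3 of these. NA4 had 3887855 estimated reads, against 4909390 to 4916987 in the other NA MPP libraries. WT2 and WT3 were as shallow, so the difference does not follow genotype. Depth is argued against as the whole source of the gene calls, since 1594 of the 2053 called genes were also called with depth class in the model. In NA3 the 10 most abundant genes held 10.2% of the library, against 12.2% to 12.5% in the others, and mitochondrial genes held 6.91%, against 9.27% to 9.47%. No explanation of the NA3 values was tested.

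Set scores gave 4. WT2 had the lowest G2 and M phase score, 5.77, against 6.4 to 6.46 in the other WT MPP libraries, and without it the group difference was 0.27 in place of 0.44 (exact permutation adjusted p = 0.0686, and from 0.0686 to 0.103 across the fits without NA1, NA2, NA4 or WT2, none of which passed). NA3 had a G2 and M phase score of 6.53, against 6.76 to 6.78. WT2 also had the lowest HoxA cluster score, 6.32, against 6.64 to 6.70, and NA1 the lowest score of the Hoxa9 and Meis1 leading-edge genes, 9.41, against 9.53 to 9.54. Aliquots of cells can differ in their share of cycling cells, which was not tested.

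Single genes gave 5. Meis1 was at 1452 normalised counts in NA2, against 1368 to 1374 in the other NA MPP libraries, and Slamf1 at 30.6 in WT2, against 16.9 to 18.2. The remaining 3 are single reads of Y-linked genes in WT libraries: Eif2s3y at 0.888 and Ddx3y at 0.888 in WT4, and Uty at 1.14 in WT3, each beside 0 in the other 3. These lie under the floor of 3 reads and have no order. No explanation was tested for them.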

How the results depend on the processing

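The pseudocounts of 0.1 and 10 for the gene test, the test without a variance trend, the mean of at least 50, the GC correction, the depth class and the removal of NA4 and WT4 were chosen after seeing the data. The planned edgeR and DESeq2 fits, the fit without Cook filtering and the thinning of counts were not run, because the deposited values are not counts. They were not run on the estimated reads per gene either.

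The number of genes differing ranged from 1125 to 2176 across the 8 fits that each left out one library, with 675 to 1186 higher, 450 to 1001 lower, 235 to 374 at least 2-fold higher and 90 to 178 at least 2-fold lower. The 2 lowest totals were those without NA4, 1125, and without WT4, 1279. Without the fourth library of both groups 524 genes were called, 379 higher and 145 lower, of which 180 were at least 2-fold higher and 48 at least 2-fold lower. All 524 were among the 2053. The higher share was then 72.3%. Fewer libraries and, as tested under the other observations, the closeness of the fourth libraries to the others both bear on this count.

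Without the variance trend 595 genes were lower. Without the low-count filter 233 were at least 2-fold lower, and with a mean of at least 50 there were 220 at least 2-fold higher and 62 at least 2-fold lower, where the change in the genes tested, from 11451 to 17616 and 9000, is part of the cause. The other counts stayed within 1.5 times of those reported. Scaling by the total count gave 927 higher and 1313 lower genes and shared 1828 calls.

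With an estimated correlation, camera called 5 sets in place of 11, and the cause was not tested beyond the splits given under the other observations. The other settings called from 9 to 11 sets. Set scores passed for 7 to 9 sets when one library was left out and for 8 with the GC trend removed, in place of 10. The losses on leaving out a library came with the groups still completely separated. Library similarity stayed positive in each setting, from 0.0335 to 0.0387 across the fits that left out one library.

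The sign of small effects was not stable. The median of the long-term stem cell set was -0.0074 and became 0.021 without the low-count filter, 0.045 with a mean of at least 50, 0.023 with depth class and 0.013 without the fourth libraries, and ran from -0.0091 to 0.083 across the fits that left out one library, turning positive without NA1, NA2, NA3, WT2 or WT3. Its score difference ran from -0.019, without NA2, to 0.053, without NA3. Kit turned to -0.0086 with the GC trend removed, and Slamf1, which ran from -1.09 without NA2, to 0.034 without NA3. For these the cause was not tested. The median of RNA splicing turned from 0.063 to -0.0057 under total-count scaling, which also moved the median of all tested genes from -0.011 to -0.079, so the change of sign follows from the scaling and does not bear on splicing genes against the others. Each single gene, set and score was recomputed under several settings. Over these recomputed values, the sign changed in 13, the call became weaker in 52 and stronger in 4, and neither changed in 935.

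The groups share replicate numbers. With the replicate block 2004 genes were called, 1145 higher and 859 lower, with 350 and 148 at least 2-fold, and 1836 of them were among the 2053. Residuals of same-numbered libraries correlated at 0.0874, 0.0271, 0.0131 and 0.158, against -0.0943 to 0.101 between different numbers. The value of number 4 lay above that range, so pairing is not ruled out. The numbers were not taken as pairs in the main test. The block changed no call of a named gene or set. A sign-flip test of the 4 same-number score differences cannot give a p below 0.125, which 11 of the 12 sets reached.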

Other observations

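The tests in this part were chosen after the results they bear on had been seen. Some of their inputs were fixed beforehand: total-count scaling, the estimated correlation, and the lists of cell types and sex-linked transcripts.

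The gene counts belong to the real grouping. For each of the 5 counts, 1 of the 35 splits of the 8 libraries gave a result as large, the real one, and the largest number of called genes in another split was 9. For camera at the preset correlation, 2 of the 35 splits gave 11 sets: the other one put NA1, WT1, WT2 and WT3 against NA2, NA3, NA4 and WT4. That split keeps 3 of the 4 libraries of each genotype together, so it still carries genotype. Splits with 2 libraries of each genotype on a side gave from 1 to 5 sets. With the estimated correlation, 1 of the 35 splits, the real one, gave as many sets and the other 34 gave 0. The study picked 3 of those 5 sets on libraries that include these, so this count decides little. Over the 9 sets written from general knowledge alone, the HoxA cluster passed with the estimated correlation (camera adjusted p = 0.0227) and chromatin modification did not (0.0645), and 1 of the 35 splits, the real one, gave as many sets. Calls at the preset correlation may therefore in part reflect variation between libraries. Without the fourth libraries, 1 of the 10 splits of the 6 libraries gave as many genes, a share that cannot fall below 0.1 with 10 splits.

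Sex-linked transcripts followed genotype in 8 of 8 libraries, with Y-linked transcripts in the NA and Xist in the WT MPPs. Genes on the sex chromosomes are not the whole of the difference, since 1946 of the 2053 called genes lay on autosomes. Effects of sex on autosomal genes cannot be told apart from effects of the fusion, because no library of either group has the other sex's transcripts. A genotype effect thus stays open as an untested explanation for each autosomal gene, beside sex and any difference between the groups that was not recorded.

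NA4 and WT4 may share material with the other libraries of their group. At 50 to 200 mean reads, the excess variance of WT4 from the weighted sum was 0.00339, below the least value of an independent library by -0.00974 (95% bootstrap interval over genes from -0.0113 to -0.00785). For NA4 it was 0.0129, below by -0.00735 (from -0.00971 to -0.0048). The fitted shares of libraries 1, 2 and 3 were 0.508, 0.276 and 0.216 in WT4 and 0.293, 0.466 and 0.241 in NA4. Fitted the same way, NA1 and NA2 lay above their bounds by 0.0619 and 0.0262, and NA3 by 0.0287 at 200 to 1000 mean reads. In that higher class NA1 and NA2 lay above by 0.024 and 0.0038 (for NA2, 95% bootstrap interval from 0.00036 to 0.0061). There NA4 lay below by -0.0018 (from -0.0029 to -0.00045) and WT4 by -0.0037 (from -0.0045 to -0.0032). These gaps were smaller than at 50 to 200 mean reads. For NA3 at 50 to 200 mean reads, and for WT1, WT2 and WT3, the bound itself was negative, so any positive residual lies above it and the comparison decides nothing. Whether WT4 stands apart from the other WT MPP libraries in this measure thus stays open. These values argue against an independent library with little noise. A shared GC trend is also argued against, since removing it left WT4 at -0.0104 and NA4 at -0.0091. After that removal the bounds of NA1 and NA2 at 50 to 200 mean reads were negative, at -0.00425 and -0.00368. Their comparison then decides nothing in that class. At 200 to 1000 mean reads NA1 and NA2 lay above their bounds by 0.0225 and 0.0111, and NA4 below by -0.00196. Material shared with the other libraries, such as pooled cells, cDNA or reads, remains a candidate explanation. Reads drawn directly from the deposited libraries cannot be told apart from it: 240 genes in NA4 and 311 in WT4 had a read there and none in the other 3, but 98.3% and 98.4% of these genes had at most 3 reads. The most reads of such a gene were 6 in NA4, for Slc1a6, and 35 in WT4, for Ugt1a8. Genes of the Ugt1a locus share their last exons, and their reads summed to 193 to 286 in each of the 8 libraries, so the counting may have moved reads between them.

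Shared material would lower the spread within groups and raise the number of calls, and the fits with fewer libraries bear on this. Among the 16 fits that each left out 1 library per group, the one without NA4 and WT4 called the fewest genes, 524. The 9 fits with as many libraries that kept NA4 and WT4 called from 1118 to 2015 genes. Fewer libraries alone would not give this difference.

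The log2 fold change fell with the GC content of the transcript end, with Spearman rho = -0.351 across 8870 genes, which are not independent replicates. A trend as strong appeared in 10 of the 35 splits, and rho over the others ran from -0.48 to 0.428, which is consistent with GC bias of single libraries rather than with genotype. It does not account for the calls as a set, since 1478 of the 2053 genes were also called after its removal. The authors' size factors do not either, since 1828 were called under total-count scaling.

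The immediate early and dissociation response genes rose in NA MPPs, and the study's lists share members with them: 5 of the 17 Hoxa9 and Meis1 leading-edge genes and 7 of the 23 shared transcription factors. Without those members the medians were 0.75, with 10 of 12 genes called higher, and 0.93, with 14 of 16 called higher. The study picked the remaining genes as well on libraries that include these, so their rise was fixed by that choice, and how far immediate early genes carry the rise of either list cannot be told apart from it. For the immediate early set itself, handling of the cells cannot be told apart from genotype. Its score ranged over 1.94 within WT MPPs, more than the 1.19 between the groups. That range rests on WT1, at 7.60, against 8.89 to 9.54 in the other WT libraries, and the range within NA MPPs was 0.495. No label records when the mice were processed. A response of the cells to the fusion was not tested.

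Marker genes of 7 other blood cell types were summed in each library. Erythroid genes summed to 48.1 ± 13 normalised counts in NA and 218 ± 63.4 in WT MPPs, and B lineage genes to 324 ± 62.2 and 563 ± 112 (SD, n = 4 each). Monocyte and macrophage genes summed to 1723 ± 43.0 and 1910 ± 140, and basophil and mast cell genes to 1178 ± 80.2 and 941 ± 90.4 (SD, n = 4 each). Each of these 4 separated the groups (exact permutation p = 0.0286, adjusted p = 0.05, not below the threshold). Neutrophil genes (19.1 ± 7.37 and 112 ± 144), T and NK cell genes (146 ± 11.3 and 141 ± 8.72) and megakaryocyte genes (304 ± 30.3 and 305 ± 35.3) did not (SD, n = 4 each). Mature erythroid cells among the WT MPPs are argued against as the source of Hbb-bt, which was at 131 to 185 there, because Hba-a1, Hba-a2, Alas2 and Slc4a1, which such cells hold, reached at most 2.26 in a WT library. Early erythroid progenitors, which hold little globin, cannot be told apart from a change within the MPPs. Car1 was at 1.13 to 71.9 in WT MPPs and 0 in all NA libraries, Klf1 reached 26.6 in WT and 6.53 in NA MPPs, and Epor reached 14.7 and 2.77.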
